# miR-99b-5p inhibition drives apoptosis and tumor shrinkage in triple-negative breast cancer: functional characterization through AGO2-RIP-seq and mechanistic insights

**DOI:** 10.3389/fonc.2026.1788447

**Published:** 2026-04-22

**Authors:** Senem Noyan, Kubra Nur Kaplan Ilhan, Muge Ocal Demirtas, Begum Karaoglu Dallı, Bora Ergin, Rabia Sen, Hakan Gurdal, Bala Gur Dedeoglu

**Keywords:** AGO2-RIP-seq, apoptosis, breast cancer, miR-99b-5p, TRAIL-R, tumor suppression

## Abstract

**Background:**

Dysregulated microRNAs (miRNAs) are critical contributors to breast cancer biology, yet the functional roles of many remain incompletely understood. miR-99b-5p has been widely characterized as a tumor-suppressive miRNA in numerous cancer types, where its expression is consistently reduced in tumors compared with normal tissues. In contrast, our analyses of breast cancer datasets revealed a unique expression pattern: miR-99b-5p is significantly upregulated in breast tumors, suggesting a context-dependent oncogenic function. In this study, we identified miR-99b-5p as an oncogenic driver in triple-negative breast cancer (TNBC).

**Methods and results:**

TCGA-based expression profiling confirmed its elevated levels in breast tumors. Functional assays demonstrated that downregulation of miR-99b-5p in TNBC cells inhibits proliferation and induces apoptosis, indicating a critical role in sustaining tumor cell survival. To elucidate the molecular mechanisms underlying this activity, we performed AGO2-RNA immunoprecipitation followed by high-throughput sequencing (AGO2-RIP-Seq), enabling unbiased identification of miR-99b-5p-associated transcripts. Pathway enrichment analyses revealed that its direct targets converge on apoptotic regulation, cell-cycle control, and ubiquitin-mediated protein degradation. Mechanistic validation through qRT-PCR, Western blotting, and luciferase assays confirmed that miR-99b-5p modulates the TRAIL-R signaling pathway via DR5 and BAK, attenuating apoptotic signaling. *In vivo* studies using xenograft models established with MDA-MB-231 cells stably expressing miR-99b-5p knockdown showed marked tumor regression, further supporting its oncogenic role.

**Conclusion:**

Collectively, these findings establish miR-99b-5p as a context-specific oncogenic miRNA in breast cancer and a promising therapeutic target, particularly for TNBC, where targeted treatment options remain limited.

## Introduction

Triple-negative breast cancer (TNBC) accounts for 15–20% of all breast cancers worldwide, and it is an aggressive breast cancer subtype with a high incidence of early recurrence. The proliferative and highly metastatic nature of TNBC results in a poorer overall prognosis compared to other breast cancer (BC) subtypes (1, 2). Chemotherapy is the primary treatment approach, as TNBC lacks targets for endocrine and HER2-directed therapies. However, chemotherapy resistance and subsequent disease progression pose a significant therapeutic obstacle, contributing to poor survival and disease relapse (3). There are ongoing efforts to identify actionable targets that take heterogeneity of TNBC into consideration (4, 5). Effective treatments are expected to be the result of understanding mechanistic insights that govern survival, drug resistance, and cell death in TNBC.

MicroRNAs (miRNAs) are short endogenous noncoding RNAs (~20–25 nt) that regulate gene expression primarily at the post-transcriptional level by inducing mRNA degradation or translational repression. Through this regulatory capacity, miRNAs critically influence key cellular processes, including apoptosis, cell-cycle control, and metastasis. Increasing evidence highlights their involvement in the regulation of apoptotic signaling pathways in cancer (6, 7). In line with these observations, our results demonstrate that miR-99b-5p modulates TRAIL-induced apoptotic responses in triple-negative breast cancer (TNBC).

Apoptosis is a natural cell death process that serves as a filter for the biological system to eliminate abnormal cells. Extrinsic apoptosis pathway, which is one of the controlled cell death processes is initiated by tumor necrosis factor–related apoptosis-inducing ligand (TRAIL) and DR4 (TRAIL-R1) or DR5 (TRAIL-R2) (8). The binding of TRAIL trimers to DR4 or DR5 causes receptor trimerization and assembly of the death-inducing signaling complex (DISC). This is followed by FADD-mediated recruitment and activation of caspase 8 and caspase 10. Active caspase-8 and/or 10 then activate executioner caspases such as caspase-3 and initiate the apoptotic cascade (9, 10).

Although apoptotic pathways and miRNA-mediated gene regulation have each been studied to an extent, the miRNA-driven regulation of death receptor– and mitochondria-dependent apoptosis in TNBC is still not fully understood. Among the miRNAs implicated in apoptotic control, miR-99b-5p has been described as a tumor suppressor in several malignancies, including prostate, gastric, and lung cancers. In these cancers, miR-99b-5p was shown to suppress growth and survival pathways such as PI3K/AKT/mTOR and subsequently promote apoptosis (11–13). Despite its well-documented pro-apoptotic role in other cancer types, the involvement of miR-99b-5p in apoptotic signaling networks in TNBC has not been clearly defined. In this study, we investigate whether miR-99b-5p regulates TRAIL-mediated apoptotic signaling in TNBC by targeting TNFRSF10B (DR5) and associated apoptotic mediators.

## Materials and methods

### Cell lines

For this study, three triple-negative breast cancer (TNBC) cell lines were utilized: MDA-MB-231 (HTB-26), MDA-MB-468 (HTB-132), and BT-20 (HTB-19), all purchased from the American Type Culture Collection (ATCC). MDA-MB-231 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) (Hyclone), while MDA-MB-468 and BT-20 cells were cultured in Eagle’s Minimum Essential Medium (EMEM) (Hyclone). For lentivirus preparation HEK-293 cells were also used. The cells were maintained in DMEM (Hyclone). All media were supplemented with 10% fetal bovine serum (FBS) (Hyclone), 1% penicillin-streptomycin (Lonza), and 1% L-glutamine (Lonza). Cultures were maintained at 37 °C in a humidified atmosphere with 5% CO_2_, and routinely tested for mycoplasma contamination using MycoStrip Mycoplasma Detection Kit (InvivoGen). Cell lines were obtained from ATCC and were authenticated by the supplier. STR profiling was additionally performed to confirm identity.

### Transfection of the cells with miRNA mimics and inhibitors

Cells were transfected with miR-99b-5p mimic or scrambled control at a final concentration of 25 nM, and with miR-99b-5p inhibitor or scrambled control at a final concentration of 100 nM. Lyophilized miRNA reagents (5 nmol; Qiagen: MSY0000689, SI03650318; Dharmacon: IH-300658-05-0005, IN-001005-01-05) were reconstituted in RNase-free water to prepare concentrated stock solutions (25 µM for mimic, 100 µM for inhibitor), which were then diluted to the indicated final transfection concentrations. 1 x 10^5^ cells were seeded, transfected, and incubated for 48 hours before proceeding with the experiments. HiPerfect Transfection Reagent (301705, Qiagen) and DharmaFect 1 Transfection Reagent (T-2001-03, Dharmacon) were used for miRNA mimic and inhibitor transfections, respectively. Transfection efficacy was evaluated by qRT-PCR.

### Lentivirus preparation

GFP tagged anti-miR-99b-5p construct (MZIP99b-5p-PA-1), and corresponding non-target control (NTC) lentiviral construct (MZIP000-PA-1) were purchased from SBI (System Biosciences). To produce lentiviral particles, HEK293 cells were transfected with Lipofectamine 2000 (11668019, Thermo Fisher), pPACKH1 HIV Lentivector Packaging Kit (LV500A-1, SBI) and anti-miR or NTC plasmid according to the manufacturer’s protocol. After 48h of incubation the supernatant was collected and filtered through 0.45 μm-pore-size filter.

Cells were transduced with fresh lentiviral supernatant at 100 µL per well of a 6-well plate, in the presence of 8 µg/mL Polybrene for 24 h (#HY-112735, Medchem). After transduction, cells were washed and allowed to recover in fresh medium. Stable cell lines were selected with 2 µg/mL puromycin for 72h (#PUR333.25, Bioshop). Knock-down of miR-99b-5p was validated via qRT-PCR and cells were expanded for further experiments.

### RNA isolation and quantitative RT–PCR

Total RNA was isolated from transfected cells using Qiazol (Qiagen) after 48 hours of incubation. For miRNA expression, RNA was converted to cDNA using the miScript II RT Kit (Qiagen), and transfection efficiency was assessed by qRT-PCR according to the miScript SYBR Green PCR Kit (Qiagen) protocol. For mRNA analysis, cDNA was synthesized using the Transcriptor First Strand cDNA Synthesis Kit (Roche). qRT-PCR was conducted with FastStart Essential DNA Green Master (Roche), and samples were analyzed on the LightCycler^®^ 480 Real-Time PCR System (Roche). Transfection experiments were performed in triplicates, and results were analyzed using the 2-^ΔCT^ method with RNU6 as the reference gene for miRNA expression and GAPDH for mRNA expression normalization. The list of primers used is provided in **Supplementary Table 1**.

### Argonaute-2 based RNA-immunoprecipitation assay

MDA-MB-231 cells were seeded at a density of 4 × 10^6^ cells and transfected with 25 nM miR-99b-5p mimic or negative control using HiPerFect transfection reagent (Qiagen), according to the manufacturer’s instructions. Eighteen hours post-transfection, cells were harvested and subjected to Argonaute-2 (Ago2) RNA immunoprecipitation.

Immunoprecipitation was performed using the Magna RIP™ RNA-binding protein immunoprecipitation kit (17-700, Sigma-Aldrich). Magnetic beads were pre-coated with either IgG (negative control) or AGO2 antibody (03-110, Sigma-Aldrich). The protein lysate was mixed with the magnetic beads and incubated overnight at 4 °C. Following incubation, RNA isolation was performed according to the manufacturer’s protocol.

To validate the efficiency and specificity of Ago2 immunoprecipitation, Western blot analysis was performed. Immunoprecipitated proteins were detected using a mouse monoclonal anti-Ago2 antibody (03-110, Sigma-Aldrich). The presence of Ago2 protein in Ago2 immunoprecipitates, but not in IgG controls, confirmed successful and specific immunoprecipitation (**Figure 2A**). RNA obtained from Ago2 immunoprecipitates was subsequently used for qRT-PCR or next-generation sequencing analyses.

### RNA sequencing

AGO2-RIP-seq was performed using two independent biological replicates per condition (AGO2-IP from miR-99b-5p–mimic transfected vs. control cells). RNA libraries were prepared using the MGIEasy RNA Library Prep Set according to the manufacturer’s instructions. Briefly, the RNA samples obtained from IP experiments (approximately 200 ng) was converted into double-stranded cDNA, followed by magnetic bead–based purification and size selection. End repair, poly-A tailing, and adaptor ligation were subsequently performed, and adaptor-ligated products were amplified by PCR. Library quality and concentration were assessed prior to sequencing, and all libraries were sequenced on the MGI DNBSEQ-T7 platform.

The first step of the RNA sequencing data analysis involved quality control of raw sequencing reads. Paired-end FASTQ files were assessed using FastQC (v0.11.9) to evaluate read quality. Samples passing quality control were subsequently processed with Cutadapt (v3.5) to remove adaptor sequences and low-quality bases. Cleaned reads were aligned to the GRCh38 reference genome using the splice-aware aligner STAR (v2.7.11b), with Ensembl gene annotations. Given the focus on differential gene expression analysis, STAR was run in two-pass mode. Aligned reads were generated in sorted BAM format, and gene-level read counts were obtained using the quant mode option. Differentially expressed genes (DEGs) were identified using the DESeq2 statistical framework via the PyDESeq2 package (v0.4.11) in Python (v3.12.0). Ensembl gene identifiers were converted to gene symbols using the Sanbomics tool (v0.1.0). The details of AGO2-RIP-seq experimental design, sequencing metrics, and analysis parameters is given in **Supplementary Table S2**.

### Western blot

Protein isolation was performed using both *in vitro* and *in vivo* samples. RIPA buffer (#9806, Cell Signaling Technology), supplemented with 1 mM PMSF, was used for protein extraction. Tumor samples obtained from mice were homogenized and centrifuged at 14000 g for 10 minutes, and the supernatant was collected. Protein concentration was determined using the Bradford Assay. Ten micrograms of protein from the obtained samples were loaded onto SDS-PAGE for electrophoresis. Following wet transfer to membranes, primary antibodies were diluted 1:1000 and incubated overnight at 4 °C. The primary antibodies used were: DR5 (#8074, Cell Signaling Technology), BCL-XL (#2764, Cell Signaling Technology, BAK (#12105, Cell Signaling Technology), and ACTB (643802, Biolegend). Rabbit (7074S, Cell Signaling Technology) or mouse (7076S, Cell Signaling Technology) secondary antibodies, diluted 1:10,000, were applied. Membranes were visualized using a LICOR Odyssey imaging system with the WesternBright Sirius HRP Detection Kit (K-12043-D10, Advansta) and analyzed and quantified using Image J (14).

### Cell proliferation assay

To evaluate the effect of miR-99b-5p on cell proliferation, MDA-MB-231, MDA-MB-468, and BT-20 cells (2 x 10^5^ cells/well) were seeded in 6-well plates and transfected the following day with miR-99b-5p mimic, miR-99b-5p inhibitor, or scrambled control according to the transfection protocol. Proliferation was continuously monitored using the IncuCyte cell imaging system (Sartorius, Germany). Phase contrast images were acquired at 6-hour intervals over 96 hours with 10× magnification, imaging nine fields per well at each time point. The data were normalized, graphed, and cell growth quantified using the Phase Object Count analysis module of the IncuCyte system.

### Apoptosis assay

To assess whether miR-99b-5p induces apoptosis in triple-negative breast cancer (TNBC) cells, 2 x 10^5^ cells were seeded in 6-well plates and transfected with miR-99b-5p mimic or scrambled control 24 hours post-plating. Each experiment was performed in triplicates. Following transfection, cells were harvested, washed twice with PBS, and resuspended in 1X Annexin V binding buffer at a concentration of 1 x 10^6^ cells/ml. Annexin V-FITC (5 µl, 640906, BioLegend) and propidium iodide (PI) (5 µl, 0.5 µg/µl, 421301, BioLegend) were then added to the cell suspension and incubated for 15 minutes at room temperature in the dark. After incubation, 400 µl of Annexin V binding buffer was added, and flow cytometry analysis was performed using a NovoCyte^®^ Flow Cytometer (ACEA Biosciences, USA). A total of 100,000 events were acquired, and apoptotic cells were quantified based on Annexin V-FITC and PI staining.

### Cell cycle analysis

To investigate the effect of miR-99b-5p inhibition on the cell cycle in TNBC cells, 2x10^5^ cells seeded in 6-well plates were transfected with miR-99b-5p inhibitor or scrambled control 24 hours after plating. Following transfection, cells were harvested, washed twice with PBS, and fixed with 70% ethanol. The cells were incubated at 4 °C for 30 minutes, then centrifuged at 2000 rpm, and the supernatant was discarded. The cell pellet was washed twice with PBS. Subsequently, 425 µl of PBS and propidium iodide solution (421301, BioLegend) were added, and cells were incubated at 37 °C for 15 minutes. Flow cytometric analysis was performed using a NovoCyte^®^ Flow Cytometer (ACEA Biosciences, USA), and the cell cycle distribution was analyzed. A total of 100,000 events were acquired, and the data were analyzed to determine the percentage of cells in the G0/G1, S, and G2/M phases. Each experiment was performed in triplicates.

### Dual-luciferase reporter assay

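In GRCh38 the annotated 3′ untranslated region of TNFRSF10B (ENST00000276431.9) is 2538 nucleotides long and lies in the last of its 9 exons, on the minus strand of chromosome 8 from 23020133 to 23022670. Mature miR-99b-5p is 22 nucleotides long (CACCCGUAGAACCGACCUUGCG) and is encoded on the plus strand of chromosome 19, from 51692618 to 51692639. A transcript that pairs with its seed carries ACGGGT, extended to TACGGGT or ACGGGTA in longer seed matches and to TACGGGTA in the longest. None of the 8 annotated TNFRSF10B transcripts holds ACGGGT anywhere along its length. Sites that pair outside the seed, or with mismatches in it, were not searched for, and the text of the paper does not give the sequence that was cloned.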

To clone sequences containing the binding sites of *TNFRSF10B* (DR5) targeted by miR-99b-5p, appropriate primers were designed for both the wild-type and mutant regions. Plasmids containing these sequences were cloned into the pmirGLO Dual Luciferase miRNA Target Expression Vector (E1330, Promega). HEK-293 cells, seeded at a density of 4×10^4^ cells per well in a 24-well plate, were co-transfected with either the mutant or wild-type plasmids and miR-99b-5p mimic using Lipofectamine 2000 transfection reagent (Invitrogen, 11668019). Renilla and firefly luciferase activities were measured following the Dual-Luciferase Reporter Assay protocol (E1960, Promega). All assays were performed in triplicates, and the data were normalized to Renilla luciferase activity.

### Mouse xenograft model

The *in vivo* xenograft study was performed using the maximum number of animals permitted under ethical and logistical constraints. Female athymic nude mice (6–8 weeks old, 18–20 g) were obtained from the Ankara University Biotechnology Institute animal facility and housed under pathogen-free conditions with ad libitum access to food and water (≤5 mice per cage). All procedures were approved by the Ankara University Animal Care and Use Committee and conducted in accordance with institutional guidelines.

MDA-MB-231 cells stably expressing anti-miR-99b-5p (LV1) or a non-targeting control (Scr) were implanted into the fourth mammary fat pad (5 × 10^6^ cells/injection). Cells were resuspended in PBS and mixed 1:1 with Matrigel (Corning) immediately prior to injection. Tumor growth was monitored by digital caliper measurements every other day. A limited number of animals were excluded due to predefined humane endpoints and/or failure of tumor establishment, resulting in final group sizes of n=4 (Scr) and n=5 (LV1).

Mice were randomly assigned to experimental groups. Tumor measurements and histological analyses were performed by investigators blinded to the treatment groups to minimize bias. The 11-weeks endpoint was selected based on real-time tumor growth kinetics in this model. While MDA-MB-231 xenografts often reach endpoint earlier, LV1-derived tumors showed progressive shrinkage rather than rapid progression; therefore, extended monitoring was required to capture the full regression phenotype. At study termination, mice were euthanized by CO_2_ inhalation followed by cervical dislocation, and tumors were excised, weighed, and snap-frozen for downstream molecular and histological analyses.

### Data acquisition and bioinformatics analysis

Transcriptome profiling data of Breast Carcinoma (BRCA) and corresponding clinical data were obtained from TCGA database. Potential targets of miR-99b-5p were identified using miRWalk (15). A list of apoptosis-related genes was generated through the NCBI Gene database. The expression of target genes was analyzed using Breast Cancer Gene-Expression Miner v5.2 (16) and TNMplot (17), while miR-99b-5p expression levels were assessed using XenaBrowser (18). Survival analysis related to miR-99b-5p was conducted and visualized using StarBase-ENCORI (19). Functional enrichment analysis was performed using WebGestalt based on KEGG pathway annotations (20).

### Statistical analysis

Unless otherwise stated, all *in vitro* experiments were performed with at least three independent biological replicates. Data are presented as mean ± SD. Statistical analyses were performed using GraphPad Prism (version 8.0). Statistical significance was assessed using student’s t-test and two-way ANOVA. p values less than 0.05 were considered statistically significant. The details of statistical tests used for each figure are provided in **Supplementary Table S3**.

## Results

### Clinical relevance and oncogenic role of miR-99b-5p in TNBC

To investigate the clinical relevance of miR-99b-5p in breast cancer (BC), we analyzed its expression profile in the TCGA-BRCA cohort using the UCSC Xena Browser. As shown in **Figure 1A**, miR-99b-5p expression was significantly upregulated in BC tissues compared with normal breast tissues and was markedly higher in basal-like tumors than in other molecular subtypes (ANOVA, p<0.05). Survival analysis performed using the starBase database demonstrated that elevated miR-99b-5p expression was significantly associated with poorer overall survival in BC patients (**Figure 1B**, log-rank test, *p* = 0.039). Collectively, these results indicate that miR-99b-5p is aberrantly overexpressed in BC, particularly in the basal-like/TNBC subtype, and is associated with unfavorable prognosis.

**Figure 1:**
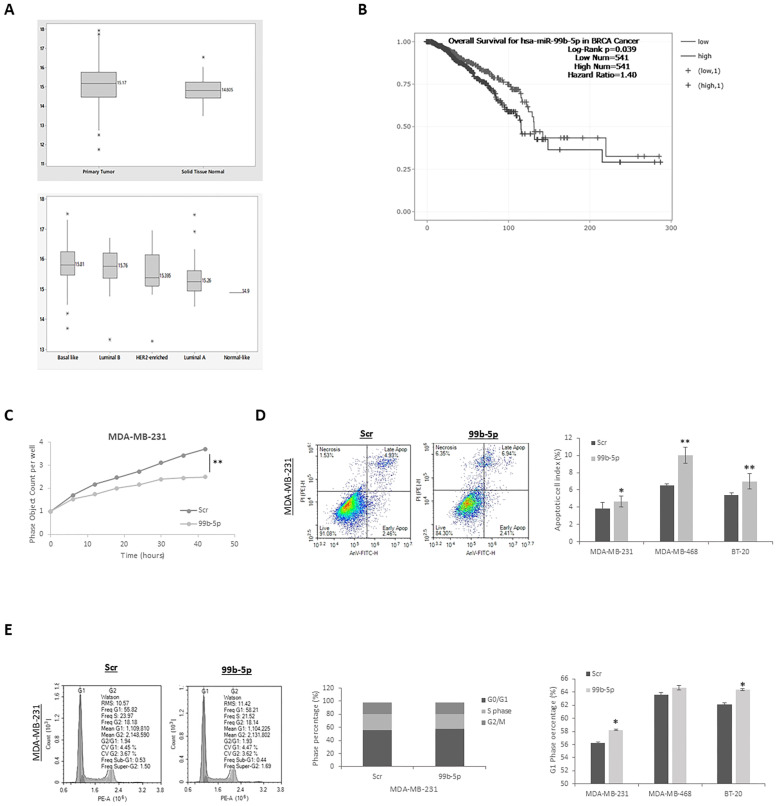
miR-99b-5p inhibition responses of TNBC cell lines. **(A)** Graph showing the expression profile of miR-99b-5p in breast tumors and normal samples. TCGA data analysis showed that miR-99b-5p expression was significantly increased in breast tumors compared to normal samples (t-test, p<0.003) and it is expression is significantly higher in basal like tumors compared to other subtypes (ANOVA, p<0.05) **(B)** Kaplan–Meier overall survival analysis of TCGA patients stratified by miR-99b-5p expression showed that high miR-99b-5p expression is associated with poorer overall survival compared with low-expression tumors. Patients were stratified into high and low miR-99b-5p expression groups (n=541) using the median cutoff; p-values were calculated by log-rank test and HR (95% CI) was obtained from a Cox proportional hazards model (log-rank test, p=0.039). **(C)** Real-time viability measurements showed that downregulation of miR-99b-5p in TNBCs effectively reduced cell proliferation. **(D)** Representative images of apoptotic cells in scrambled control (Scr) and miR-99b-5p inhibitor–transfected TNBC cells are shown. Apoptotic rates were detected by Annexin V-FITC/PI assay and was analyzed using ACEA Novocyte flow cytometer (ACEA Biosciences Inc). Data analysis were performed with NovoExpress 1.5 (ACEA Biosciences Inc.). Bar graphs represent the apoptotic cell index. The results are shown as the mean ± SD of 3 independent biological replicates in each (**p<0.001, *p<0.05). **(E)** Inhibition of miR-99b-5p significantly increased G1 arrest in MDA-MB-231 and BT-20 cells, suppressing malignant cell behavior. All images represent mean of two independent experiments (*p<0.01).

To further elucidate the biological role of miR-99b-5p in TNBC progression, loss-of-function experiments were performed in MDA-MB-231, MDA-MB-468, and BT-20 cells. TNBC cell lines were transfected with a miR-99b-5p inhibitor, followed by *in vitro* evaluation of cellular proliferative capacity. As shown in **Figures 1C–E** and **Supplementary Figure 1**, suppression of miR-99b-5p significantly inhibited cell proliferation and cell cycle progression across all three TNBC cell lines and was accompanied by a marked increase in apoptotic responses. These results demonstrate that miR-99b-5p acts as a pro-oncogenic regulator that promotes malignant phenotypes in breast cancer cells.

### miR-99b-5p directly targets DR5 and modulates TRAIL-R signaling in TNBC

To elucidate the molecular mechanism underlying the oncogenic role of miR-99b-5p in TNBC, RNA immunoprecipitation followed by next-generation sequencing (Ago-RIP-seq) was performed in MDA-MB-231 cells to identify miR-99b-5p–associated Ago-bound transcripts. 

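Ago-RIP-seq was carried out in MDA-MB-231, a human triple-negative breast cancer cell line, transfected with a synthetic miR-99b-5p mimic or a scrambled control oligonucleotide at 25 nM and harvested 18 hours later. In this assay AGO2 and the RNA bound to it are pulled down from a lysate with an antibody (AGO2-IP), and the RNA left behind is the flow-through. The data comprised 2 AGO2-IP and 2 flow-through libraries from mimic-transfected cells. From control cells there was 1 library labelled AGO2-IP and 1 library labelled flow-through. Supplementary Table S2 lists the control libraries as biological replicates without naming a fraction, and the paper's methods describe 2 AGO2-IP replicates per condition. The sample labels and the AGO/FT sets of Figure 2A give each a fraction, and the labelled fractions were used here. If both control libraries were of one fraction, the control ratios of AGO2-IP over flow-through, and the counts that rest on them, would have no meaning. The authors trimmed the paired-end reads, aligned them to GRCh38 with STAR and deposited the number of read pairs counted on each gene, without normalization.
The counts on genes came to 46743572 and 38022779 in the mimic AGO2-IP libraries and to 46999258 and 48544756 in the mimic flow-through libraries. They came to 8076375 in the control AGO2-IP library and 7772149 in the control flow-through library. The control libraries held more read pairs than any mimic library, 162644207 in the AGO2-IP and 100431185 in the flow-through, while the paper's reported total for the former is 15310828. All values here use the gene counts. In the control libraries 76.7% (AGO2-IP) and 73.7% (flow-through) of the read pairs mapped to several places and were not counted on any gene. This share was 2.71% and 2.38% in the mimic AGO2-IP libraries and 9.69% and 19.2% in the mimic flow-through libraries. Mitochondrially encoded genes took 43.4% of the gene counts in the control flow-through, 3.48% in the control AGO2-IP and at most 0.125% in a mimic library. The 95% Wilson intervals of these shares were at most 0.07 percentage points wide and cover counting error only. Control and mimic libraries therefore differed in composition as well as in transfection, and the 2 differences cannot be told apart.
The mimic AGO2-IP and flow-through libraries were compared with edgeR's quasi-likelihood test on TMM-normalized counts, over genes with a summed count of at least 200. A gene was called at a log2 fold change of at least 1 in either direction and an adjusted p-value of at most 0.05, the thresholds given in Supplementary Table S2. The control comparison, with 1 library per fraction, has no replicate check and is given as a log2 ratio without a p-value. Replicates differed widely. Across genes, the log2 difference between the mimic flow-through libraries had an SD of 1.44, against 0.84 between the mimic AGO2-IP libraries, and the biological coefficient of variation was 0.527. The difference between the flow-through libraries followed transcript GC content, with a Spearman's rho of 0.755 across 11747 protein-coding genes, which are not independent replicates.

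**Figure D1:**
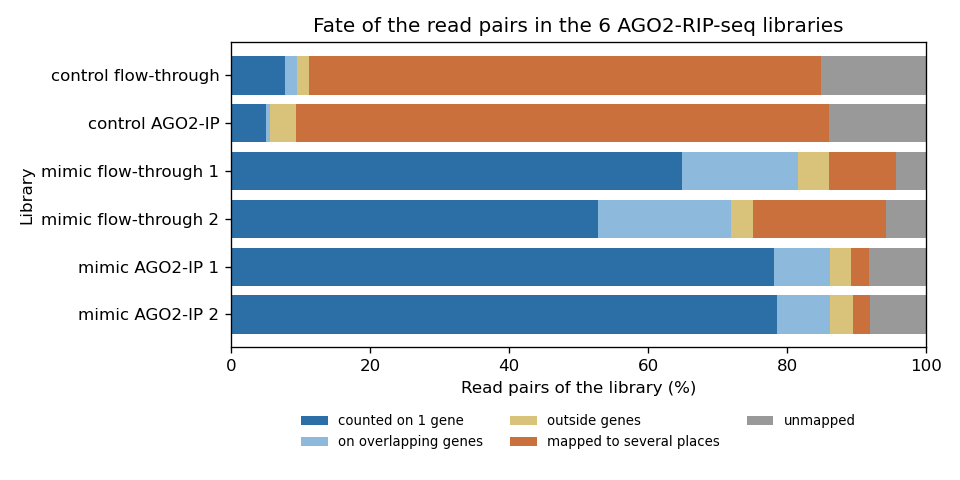
Fate of the read pairs in each of the 6 libraries, as percent of the library's read pairs on the horizontal axis, 1 bar per library. Read pairs counted on 1 gene make up 78.1% and 78.6% of the mimic AGO2-IP libraries and 4.97% of the control AGO2-IP library, where most pairs mapped to several places.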

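In mimic-transfected cells, 32 of the 13078 genes tested were enriched and 54 were depleted in the AGO2-IP relative to the flow-through, and 3107 genes had an unadjusted p-value under 0.05. The number of enriched genes depended on the settings. PyDESeq2, the tool named in the paper's methods, called 845 genes enriched and 1077 depleted, and all 32 genes called by edgeR were among the 845. With the replicate number as a block, edgeR called 601 genes enriched and 664 depleted, and all 32 were among the 601. With the test restricted to protein-coding genes no gene was called, and 1248 had an unadjusted p-value under 0.05 and a log2 fold change of at least 1. Of the 32 enriched genes 29 were protein-coding, whereas 27 of the 54 depleted genes were 7SL and 7SK RNA genes or their pseudogenes.
MRFAP1L1 (ENSG00000178988.11, chromosome 4 from 6707701 to 6709865 in GRCh38) had a log2 fold change of 4.98 (standard error 0.714, adjusted p = 0.0284 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest increase among the protein-coding genes with 200 counts in every library of the higher arm was that of ZNF92, at 5.99 (standard error 1.01, adjusted p = 0.0383 from the same edgeR test). ZNF680, HNRNPA1L3 and DLD followed, at log2 fold changes of 4.87, 4.64 and 4.28. The counts of HNRNPA1L3 are uncertain because it is a near-identical copy of HNRNPA1. In the other direction ROMO1, BBLN, RPS21, FAU and OST4 had the largest decreases, between -4.87 and -3.99. The genes named here were picked among those whose change held between every mimic AGO2-IP and every mimic flow-through library. That separation is therefore no further evidence for them.
The same fractions separated many of these genes in control cells. Of the 29 enriched genes that also had 200 counts in the control pair, 25 had a control log2 ratio of at least 1, against 15.9% of all 8225 genes with a value in both comparisons. Across these 8225 genes the mimic log2 fold change and the control log2 ratio had a Pearson's r of 0.611 and a Spearman's rho of 0.56, where genes are not independent replicates. In the control pair, 1315 of 8245 genes had a log2 ratio of at least 1 and 1493 a ratio of at most -1. Scaled by library size alone, the median control ratio moved up by 0.9 and 3840 genes reached a ratio of 1.
Between the AGO2-IP libraries themselves, 1984 of 11467 genes had a log2 ratio of mimic over control of at least 1, and 1993 a ratio of at most -1. The higher ratio held in both mimic libraries for 1398 genes. No p-value is given, since 1 control AGO2-IP library was used. When both control libraries were treated as replicates of one control group, as Supplementary Table S2 lists them, edgeR's quasi-likelihood test called 141 of 11659 genes higher and 340 lower with the mimic.

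**Figure D2:**
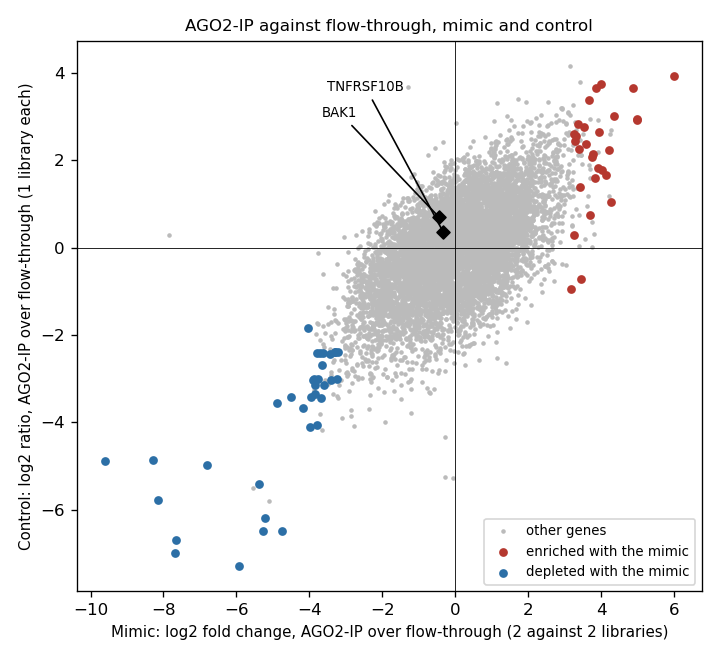
Log2 ratio of AGO2-IP over flow-through for 8225 genes, with the mimic (horizontal axis, 2 against 2 libraries) and in control cells (vertical axis, 1 library each). Points are genes, coloured where called in the mimic comparison, and diamonds mark TNFRSF10B and BAK1. Called genes lie mostly on the same side of 0 on both axes, with HNRNPD and HNRNPA2B1 the 2 enriched genes below 0 in the control.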

Candidate miR-99b-5p target genes were identified by integrating mRNAs significantly enriched in miR-99b-5p–associated Ago immunoprecipitates compared with control Ago-IP samples, bioinformatically predicted targets from the miRWalk database, and apoptosis-related genes. This integrative analysis yielded 65 overlapping candidate targets (**Figure 2A**). 

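In the Ago-RIP-seq counts, 7 of the 32 genes enriched with the mimic did not reach a log2 ratio of 1 between AGO2-IP and flow-through in control cells. With PyDESeq2 this number was 444 of 845, of which 138 had no control ratio because of low counts, and with the replicate block in edgeR it was 320 of 601. Without any test, 2621 genes had a log2 fold change of at least 1 with the mimic, of which 1228 stayed below 1 in the control pair and 641 had no control ratio, 1869 together. The number of 1869 rested in part on the flow-through libraries, since it was 3215 without the first and 1471 without the second.
Among the 7 genes, HNRNPD, HNRNPA2B1, HNRNPH1 and HNRNPA3 had control log2 ratios of -0.72, -0.95, 0.30 and 0.75. With library size alone the ratios were 0.19, -0.04, 1.204 and 1.66, so HNRNPH1 and HNRNPA3 then passed a control ratio of 1, and HNRNPA3 also did with the GC trend of each library removed (1.16). HNRNPA1L3, HNRNPA1P7 and ZNF493 had fewer than 200 counts in the control pair, so no control ratio was computed for them. HNRNPA1P7 and ZNF493 are named because they complete the 7, after their values were seen. HNRNPA2B1 (ENSG00000122566.22, chromosome 7 from 26171151 to 26201529 in GRCh38) had 159097 and 169724 counts in the mimic AGO2-IP libraries and 25654 and 15706 in the flow-through libraries, a log2 fold change of 3.19 (standard error 0.612, adjusted p = 0.049 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). HNRNPD, HNRNPH1 and HNRNPA3 also had adjusted p-values of 0.049, and these 4 genes did not pass 0.05 with DESeq2's size factors, with library size alone or with either strand column, where their adjusted p-values lay between 0.0584 and 0.0738. They passed with the replicate block (6.91e-05 to 0.000188), with PyDESeq2 (5.36e-09 to 1.72e-05) and with the GC trend removed (0.0235 to 0.0482), a correction chosen after the data were seen. Reads of this family can be split among its pseudogenes. None of the 7 genes belongs to the TRAIL receptor signaling genes named in the paper.
The paper intersected the transcripts of the mimic AGO2-IP with apoptosis-related genes and targets predicted by miRWalk, and took the genes common to the lists as candidate targets of miR-99b-5p. Those lists were not used here, and the intersection was not recomputed.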

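The TRAIL receptor signaling genes named in the paper are TNFRSF10A, TNFRSF10B, FADD, CASP8, CASP10, BID and BAK1. In the mimic AGO2-IP against the mimic flow-through, their median log2 fold change was -0.32, and no shift of the set as a whole was found (adjusted p = 0.661 by limma's fry and adjusted p = 0.726 by limma's camera on the edgeR fit, with Benjamini-Hochberg adjustment over this and 5 other gene sets). Without the second flow-through library the median was 0.07. None of the 7 was called, and only FADD had an unadjusted p-value under 0.05. Of the 16 tested genes that the paper names, 2 passed 0.05 when adjusted over the list alone and 1 over all genes tested, and none of these is among the 7.
TNFRSF10A (ENSG00000104689.10, chromosome 8 from 23190452 to 23225102 in GRCh38) had the highest value, a log2 fold change of 1.02 (standard error 0.682, adjusted p = 0.374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its control log2 ratio was higher, at 1.82. FADD (ENSG00000168040.5, chromosome 11 from 70203296 to 70207390) had the lowest, at -2.18 (standard error 0.831, adjusted p = 0.153 from the same edgeR test). With PyDESeq2 FADD was called depleted at an adjusted p of 0.0487, and over the other alternatives its adjusted p reached 0.314. The count of FADD in the second flow-through library, 6982, decided this value, since without that library the log2 fold change was -0.27. FADD overlaps a gene on the opposite strand, and the unstranded counts used here leave out read pairs that fall on both. BID, CASP8 and CASP10 had log2 fold changes of 0.53, 0.32 and -1.05, with adjusted p-values between 0.411 and 0.799 from edgeR's test. CASP10 was called depleted in 1 fit, the replicate block with the GC trend of each library removed (-1.39, adjusted p = 0.0383 from edgeR), which was added after the data were seen. CASP8 and CASP10 had under 200 counts in the control pair.

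**Figure D3:**
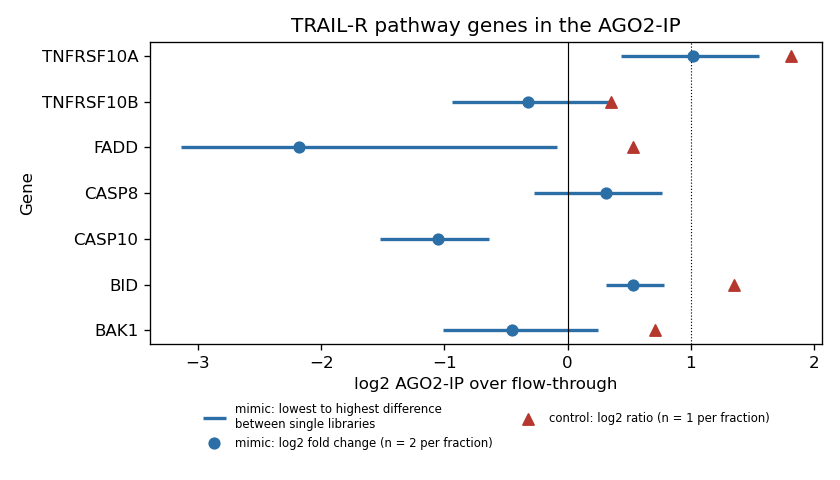
Log2 AGO2-IP over flow-through (horizontal axis) of the 7 TRAIL receptor signaling genes. Circles give the log2 fold change with the mimic (n = 2 per fraction), bars run from the lowest to the highest difference between single mimic libraries, triangles give the control ratio (n = 1 per fraction), and the dotted line marks 1. The bars of TNFRSF10B, from -0.94 to 0.34, and of BAK1, from -1.01 to 0.25, span 0.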

Pathway enrichment analysis revealed that these genes were significantly associated with the TRAIL receptor signaling pathway, which is schematically illustrated in **Figure 2A**.

**Figure 2:**
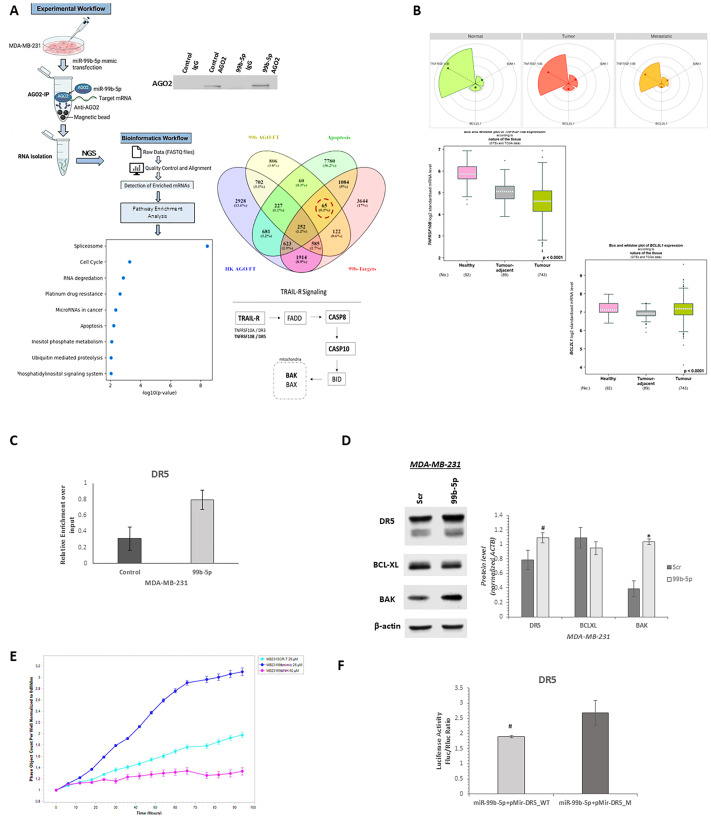
Identification and functional validation of miR-99b-5p-targets involved in TRAIL-R signaling. **(A)** Workflow for identifying candidate miR-99b-5p target genes in MDA-MB-231 cells. RNA immunoprecipitation followed by next-generation sequencing (Ago-RIP-seq) was performed to isolate Ago-bound transcripts associated with miR-99b-5p. These transcripts were intersected with apoptosis-related genes and putative targets predicted by the miRWalk database, resulting in 65 overlapping candidates. Western blot analysis confirmed efficient and specific Ago2 immunoprecipitation, as Ago2 protein was detected in Ago2 IP samples but not in IgG controls. Pathway enrichment analysis of the 65 candidate target genes revealed significant association with the TRAIL receptor signaling pathway, which is schematically illustrated. **(B)** TNFRSF10B (DR5) and BAK1, key pro-apoptotic components of the TRAIL-R pathway, along with the anti-apoptotic gene BCL2L1 (BCL-XL), were selected for further analysis. Bioinformatic analysis of TNMplot RNA-seq data revealed that TNFRSF10B and BAK1 expression was reduced in tumor and metastatic breast tissues compared with normal tissues, whereas BCL2L1 expression did not differ significantly between normal and tumor samples (upper panel). Consistently, analysis of GTEx and TCGA datasets using Breast Cancer Gene-Expression Miner v5.2 showed decreased TNFRSF10B expression in breast tumors, unchanged BCL2L1 expression between normal and tumor tissues, and increased BCL2L1 expression in tumors relative to adjacent normal samples (lower panel). **(C)** RIP-qRT-PCR analysis demonstrating significant enrichment of TNFRSF10B transcripts in Ago immunoprecipitates from MDA-MB-231 cells transfected with miR-99b-5p mimic compared with control, indicating miR-99b-5p–dependent recruitment of DR5 mRNA to the Ago complex. **(D)** Western blot analysis showing that inhibition of miR-99b-5p in MDA-MB-231 cells resulted in upregulation of DR5 and BAK1 protein levels, whereas BCL-XL expression exhibited a decreasing trend without reaching statistical significance. **(E)** Real-time monitoring of cell proliferation using IncuCyte over 96 hours. miR-99b-5p overexpression enhanced proliferative capacity, while miR-99b-5p inhibition significantly suppressed proliferation (In the graph, navy, blue and magents colors represent miR-99b-5p-mimic, Scr and miR-99b-5p-inhibitor transfected cells respectively). **(F)** Luciferase reporter assays demonstrating direct binding of miR-99b-5p to the 3′ untranslated region of TNFRSF10B, validating DR5 as a direct target. Data are presented as mean ± SD from at least three independent experiments. *p<0.01 and #p<0.05 indicate statistical significance.

Among the identified candidates, DR5 and BAK1, the key components of the TRAIL-R signaling pathway, were selected for further analysis, together with the anti-apoptotic gene BCL2L1 (BCL-XL). 

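TNFRSF10B, the gene of DR5 (ENSG00000120889.13), lies on the minus strand of chromosome 8 from 23020133 to 23069031 in GRCh38. In mimic-transfected cells it had 67.2 ± 19.8 CPM over all gene counts in the AGO2-IP (SD, n = 2) and 79.2 ± 9.08 in the flow-through (SD, n = 2). The log2 fold change was -0.32 (standard error 0.608, adjusted p = 0.77 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is within the spread between replicates. In the control libraries it had 175 CPM in the AGO2-IP and 73.9 in the flow-through, a log2 ratio of 0.35 after TMM normalization and of 1.25 with library size alone. Mimic over control AGO2-IP, its log2 ratio was -1.28, with -0.999 and -1.55 in the single mimic libraries. Such ratios rest on 1 control AGO2-IP library, and across protein-coding genes they followed transcript GC content (Spearman's rho of -0.595). The 4 fits that each left out 1 mimic library gave log2 fold changes of AGO2-IP over flow-through from -0.68 to 0.05.
BAK1 (ENSG00000030110.13, chromosome 6 from 33572547 to 33580293, minus strand) had 71.8 ± 8.32 CPM in the mimic AGO2-IP and 92.0 ± 20.7 in the mimic flow-through (SD, n = 2 each). Its log2 fold change was -0.45 (standard error 0.614, adjusted p = 0.676 from the same edgeR test). The direction depended on the flow-through libraries, since the value was 0.07 without the second of them. It was 0.44 once the trend of each library on GC content was removed. With that trend removed only within each fraction it was -0.376. Both corrections were chosen after the values were seen. The control log2 ratio was 0.71, and mimic over control AGO2-IP it was -0.37.
BCL2L1, the gene of BCL-XL (ENSG00000171552.14, chromosome 20 from 31664452 to 31723989, minus strand), had 179 ± 68.1 CPM in the mimic AGO2-IP and 389 ± 35.8 in the mimic flow-through (SD, n = 2 each). The log2 fold change was -1.20 (standard error 0.611, adjusted p = 0.252 from the same edgeR test). It ran from -1.63 to -0.855 over the 4 fits that each left out 1 mimic library. With the GC trend of each library removed, a correction chosen after the values were seen, it was -0.53, and -1.161 with the trend removed within each fraction. The log2 ratio was -0.65 in the control pair, where it was 0.26 with library size alone. For mimic over control AGO2-IP it was -1.002. The unstranded count of BCL2L1, 58298 over all libraries, leaves out read pairs shared with genes on the opposite strand, as do those of TNFRSF10B and BAK1. Neither TNFRSF10B nor BAK1 reached a log2 fold change of 1 in the mimic comparison under any alternative in which it was computed.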

Bioinformatic analysis using TNMplot RNA-seq data from normal, tumor, and metastatic breast tissue samples demonstrated that *TNFRSF10B* and *BAK1* expression levels were reduced in tumor and metastatic tissues, whereas *BCL2L1* expression showed no significant difference between normal and tumor samples (**Figure 2B**, upper panel). Consistently, analysis of GTEx and TCGA datasets using the Breast Cancer Gene-Expression Miner v5.2 revealed decreased *TNFRSF10B* expression in breast tumors, unchanged *BCL2L1* expression between normal and tumor tissues, and increased *BCL2L1* expression in tumors compared with adjacent normal samples (**Figure 2B**, lower panel).

Experimental validation was subsequently performed using RIP-qRT-PCR, which demonstrated a significant enrichment of *TNFRSF10B* transcripts in Ago immunoprecipitates from cells transfected with a miR-99b-5p mimic compared with control, indicating miR-99b-5p–dependent recruitment of *TNFRSF10B* mRNA to the Ago complex (**Figure 2C**). At the protein level, inhibition of miR-99b-5p in MDA-MB-231 cells resulted in a statistically significant upregulation of DR5 and BAK1, while BCL-XL expression exhibited a decreasing trend that did not reach statistical significance (**Figure 2D**).

To assess the functional consequences of miR-99b-5p–mediated regulation, MDA-MB-231 cells were transfected with scrambled control, miR-99b-5p mimic, or miR-99b-5p inhibitor, and cell proliferation was monitored by time-lapse imaging over 96 hours. Cells overexpressing miR-99b-5p displayed enhanced proliferative capacity compared with control cells, whereas miR-99b-5p inhibition significantly suppressed cell proliferation (**Figure 2E**). Finally, luciferase reporter assays confirmed that miR-99b-5p directly binds to the 3′ untranslated region of *TNFRSF10B*, validating DR5 as a direct target of miR-99b-5p (**Figure 2F**).

Taken together, these results demonstrate that miR-99b-5p directly targets TNFRSF10B (DR5), modulates TRAIL receptor signaling, and promotes proliferative phenotypes in TNBC cells.

### miR-99b-5p inhibition suppresses tumor growth and restores TRAIL signaling in TNBC xenograft model

To generate stable miR-99b-5p–inhibited TNBC cells, MDA-MB-231 cells were transfected with the pmiRZip vector carrying a miR-99b-5p inhibitor (LV1 or LV2) or a scrambled control vector (Scr). Successful establishment of stable cell lines was confirmed by GFP fluorescence microscopy (**Supplementary Figure 2A**). qRT-PCR analysis demonstrated efficient and sustained silencing of miR-99b-5p in LV1 and LV2 cells compared with Scr controls (**Supplementary Figure 2B**). Consistent with transient transfection experiments, *in vitro* proliferation assays using the IncuCyte live-cell imaging system revealed that stable miR-99b-5p–inhibited cells (LV1) exhibited significantly reduced proliferative capacity relative to Scr cells (**Supplementary Figure 2C**).

Following the establishment of stable miR-99b-5p–silenced MDA-MB-231 cells (LV1) and scrambled control cells (Scr), cells were subcutaneously injected into mice, and tumor growth was monitored for 11 weeks. Tumors derived from LV1 cells exhibited significantly reduced growth compared with those formed by Scr cells throughout the observation period (**Figure 3A**). At the experimental endpoint, tumors were excised and measured, revealing that Scr-derived tumors reached significantly larger volumes, with an average diameter of approximately 1,5 cm, whereas tumors formed from LV1 cells were markedly smaller (**Figure 3A**). Histological examination of tumor sections by hematoxylin and eosin (H&E) staining revealed dense and well-defined tumor architecture in Scr-derived xenografts, whereas LV1-derived tumors exhibited reduced tumor cellularity and disrupted tissue organization, consistent with attenuated tumor growth (**Figure 3A**). To confirm sustained miR-99b-5p silencing *in vivo*, miR-99b-5p expression was analyzed in RNA isolated from Scr and LV1 tumor tissues. miR-99b-5p levels were significantly reduced in LV1-derived tumors compared with Scr controls (**Figure 3A**). Furthermore, qRT-PCR analysis of TRAIL receptor signaling related genes demonstrated increased expression of *TNFRSF10A* (DR3), *TNFRSF10B* (DR5), *FADD*, *CASP8*, *CASP10*, *BID*, and *BAK1* in LV1 tumors relative to Scr tumors, indicating activation of the TRAIL-R signaling pathway (**Figure 3B**). At the protein level, analysis of tumor lysates showed that DR5 expression was increased in tumors derived from miR-99b-5p–silenced cells compared with controls, whereas expression of the anti-apoptotic protein BCL-XL was significantly decreased (**Figure 3C**). Overall, these data demonstrate that stable inhibition of miR-99b-5p suppresses tumor growth *in vivo* by restoring TRAIL receptor signaling, thereby attenuating triple-negative breast cancer progression.

**Figure 3:**
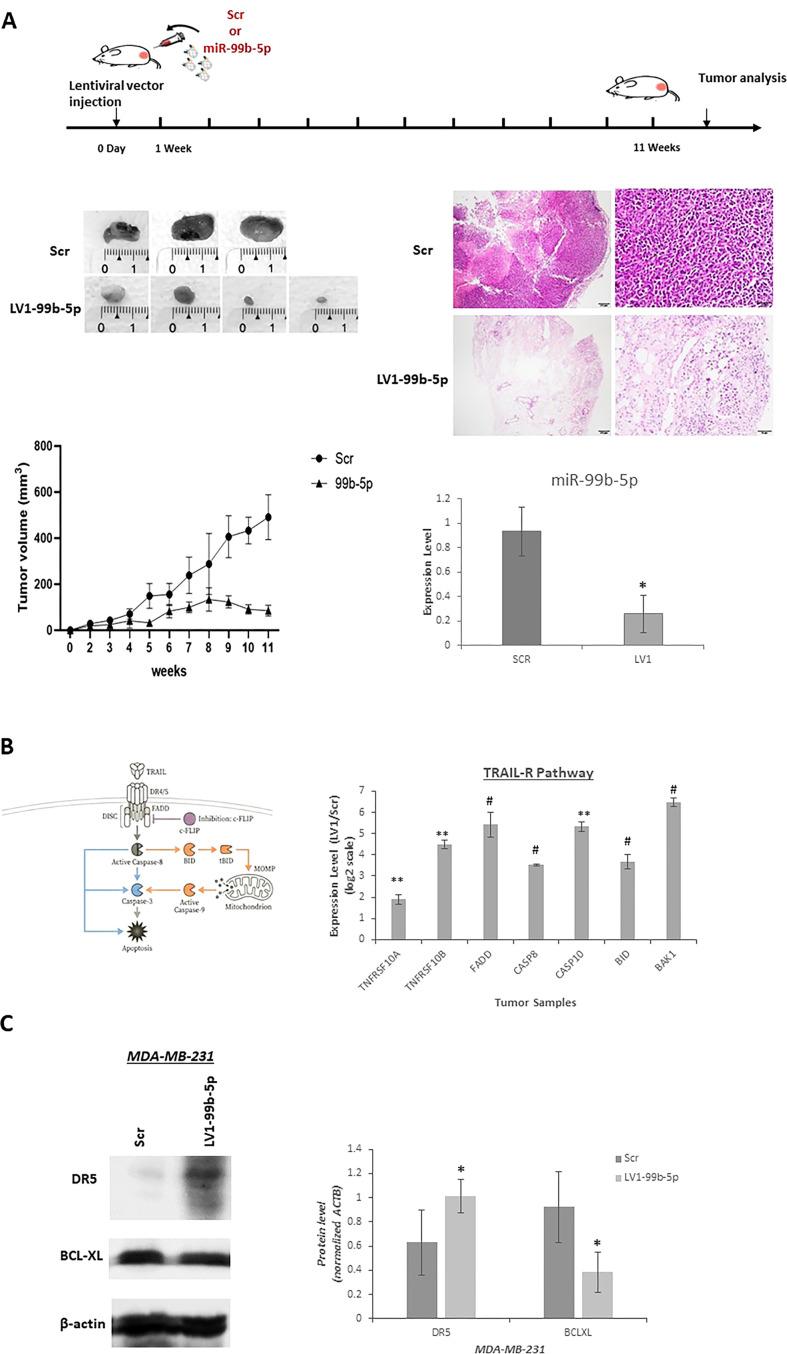
Effect of miR-99b-5p on tumor growth *in vivo*. **(A)** *In vivo* xenograft model of miR-99b-5p inhibition. MDA-MB-231 cells stably expressing a miR-99b-5p inhibitor (LV1) or scrambled control (Scr) were subcutaneously injected into nude mice. Tumor growth was monitored for 11 weeks. LV1-derived xenografts showed significantly reduced tumor growth compared with Scr controls. Representative tumor images and H&E staining demonstrate reduced tumor mass and cellularity in LV1-derived xenografts. The left panel illustrates overall tumor architecture at low magnification (scale bar = 200 µm), whereas the right panel demonstrates cellular morphology at higher magnification (scale bar = 20 µm). qRT-PCR confirmed sustained miR-99b-5p silencing in LV1 tumors. Data are shown as mean ± SD (n = 3); *p < 0.01. **(B)** qRT-PCR analysis of TRAIL receptor signaling–related genes in tumors derived from LV1 or Scr cells. LV1 tumors exhibited increased expression of TNFRSF10A (DR3), TNFRSF10B (DR5), FADD, CASP8, CASP10, BID, and BAK1 compared with Scr tumors, indicating activation of the TRAIL-R signaling pathway (**p<0.0001; #p<0.01.) **(C)** Western blot analysis of tumor lysates showed upregulation of the pro-apoptotic receptor DR5 and downregulation of the anti-apoptotic protein BCL-XL in LV1-derived tumors relative to controls. Data are presented as mean ± SD from at least three independent experiments. *p<0.01 indicates statistical significance.

## Discussion

TNBC is an aggressive subtype of breast cancer with high rates of tumor recurrence and metastasis. Conventional therapeutic agents available for the treatment of TNBC include doxorubicin, taxanes (paclitaxel, docetaxel), and platinum agents (cisplatin, oxaliplatin) (21, 22). Treatment resistance and lack of specificity are significant limitations associated with these chemotherapeutic agents. The complex cellular mechanisms of cancer cells further hinder the understanding of the molecular puzzle of the disease. Accumulating evidence indicates that miRNAs exhibit distinct expression profiles between malignant and normal tissues and play pivotal roles in modulating cancer-associated phenotypes, functioning either as oncogenic drivers or tumor suppressors depending on cellular context (23). Within this framework, miR-99b-5p has been reported to exert context-dependent functions, acting as either a tumor suppressor or an oncogenic factor associated with enhanced proliferation and unfavorable clinical outcomes. These divergent roles appear to be influenced by tissue specificity, upstream regulatory networks, miRNA isoforms, and the tumor microenvironment. miR-99b-5p has been reported to act as a tumor suppressor in multiple cancer types, inhibiting liver metastasis in colorectal cancer via mTOR downregulation (24), and exerting anti-proliferative effects in gastric cancer by regulating IGF1R (12). Functionally, it can induce autophagy and cell death and enhance therapeutic sensitivity (25). A study identified serum exosomal miR-99b-5p and miR-150-5p as sensitive, specific, and non-invasive biomarkers for the diagnosis of colorectal cancer, with their levels significantly altered in patients and restored postoperatively (26). Interestingly, in the context of breast cancer, emerging evidence suggests that miR-99b-5p may exhibit oncogenic properties, highlighting the tumor type–specific heterogeneity in upstream regulatory mechanisms and target repertoires. The most clinically relevant aspect of miR-99b-5p emerging from our study is its subtype-dependent functional switch. While miR-99b-5p is frequently described as tumor-suppressive in other malignancies, TNBC represents a distinct regulatory context in which survival and apoptotic thresholds are reprogrammed. In this setting, the oncogenic output of miR-99b-5p may reflect (i) differences in upstream transcriptional wiring, (ii) altered availability of competing targets, and (iii) subtype-specific epigenetic states that reshape miRNA–mRNA network topology. Thus, the net phenotype may not dictated by miR-99b-5p alone, but by the TNBC-specific transcriptome that defines which targets are expressed, accessible, and rate-limiting for cell fate decisions.

In breast cancer, large-scale cohort analyses from METABRIC and TCGA have consistently linked elevated intratumoral miR-99b expression with aggressive tumor biology, including enrichment of mTORC1 signaling, activation of cell cycle–related programs (E2F targets, G2/M checkpoint, and mitotic spindle), high histological grade, and genomic instability features such as homologous recombination deficiency and increased mutational burden (27). In our previous study, we demonstrated for the first time experimentally that miR-99b-5p plays a functional role in breast cancer. Clinically, high miR-99b-5p expression was associated with reduced disease-specific and overall survival, particularly in luminal subtypes (28). Moreover, in ER+/HER2+ breast cancer, miR-99b-5p was shown to contribute to endocrine and HER2-targeted therapy resistance by enhancing ER-HER2/EGFR crosstalk and sustaining cell proliferation, whereas its inhibition restored drug sensitivity (28). Consistent with these observations, our present findings demonstrate that miR-99b-5p is significantly upregulated in breast cancer tissues, with particularly pronounced expression in TNBC, and that elevated miR-99b-5p levels are associated with poor patient survival. In luminal tumors, miR-99b-5p may preferentially regulate targets involved in proliferation or hormone-associated pathways, whereas in TNBC, DR5 emerges as a dominant functional target that directly controls the TRAIL apoptotic axis. These results emphasize that miRNA function cannot be generalized across breast cancer subtypes, and that subtype-specific target availability can reprogram the phenotypic output of the same miRNA. Loss-of-function assays further substantiate a pro-tumorigenic role for miR-99b-5p, as its inhibition led to marked suppression of cell proliferation, disruption of cell cycle progression, and induction of apoptotic responses in TNBC cell lines. Collectively, these findings suggest that miR-99b-5p contributes to TNBC aggressiveness by sustaining proliferative signaling and promoting cell cycle progression, highlighting its role as a critical post-transcriptional regulator of TNBC progression.

TNF-related apoptosis-inducing ligand (TRAIL), a member of the TNF superfamily, selectively induces apoptosis in cancer cells while largely sparing normal tissues through engagement of the death receptors TRAIL-R1 (DR4) and TRAIL-R2 (DR5). This tumor-selective apoptotic activity has positioned TRAIL as an attractive anticancer therapeutic candidate. Nevertheless, clinical applications of recombinant TRAIL and TRAIL receptor agonists have been limited by unfavorable pharmacokinetics, short half-life, and intrinsic or acquired resistance mechanisms in cancer cells (29). Although TRAIL-R1 and TRAIL-R2 share substantial sequence homology and activate overlapping apoptotic pathways, their relative contribution to TRAIL-mediated apoptosis appears to be highly context- and cell type–dependent (30–34). Consequently, elucidating the molecular regulators that differentially modulate TRAIL receptor signaling remains critical for improving TRAIL-based therapeutic strategies. MicroRNAs have emerged as key post-transcriptional regulators of apoptotic signaling, including the TRAIL pathway. Previous studies have demonstrated that oncogenic miRNAs can suppress core apoptotic mediators such as DR4/DR5, BID, and APAF1, whereas tumor-suppressive miRNAs frequently target anti-apoptotic factors including MCL1 and XIAP (35). Consistent with this paradigm, increasing evidence indicates that miRNA-mediated regulation constitutes an important layer of control over TRAIL sensitivity across multiple cancer types (36–41). However, the specific contribution of individual miRNAs to TRAIL receptor signaling in TNBC remains incompletely understood. Building on these findings, in our study we revealed the proliferative and anti-apoptotic function of miR-99b-5p through direct regulation of DR5 and modulation of TRAIL receptor signaling in TNBC.

In the present study, integrative RIP-seq and bioinformatic analyses identified TRAIL receptor signaling as a significantly enriched pathway among miR-99b-5p target genes in TNBC cells. Notably, *TNFRSF10B* (DR5) and BAK1, both key pro-apoptotic components of the TRAIL pathway, were identified as direct or functional targets of miR-99b-5p. Publicly available transcriptomic datasets further revealed reduced expression of *TNFRSF10B* and *BAK1* in tumor and metastatic breast cancer samples, supporting the notion that suppression of TRAIL-mediated apoptosis may contribute to tumor progression. In contrast, the anti-apoptotic factor *BCL2L1* (BCL-XL) exhibited either unchanged or increased expression in tumors, consistent with a shift toward apoptosis resistance. Functionally, our *in vitro* data demonstrated that modulation of miR-99b-5p levels exerts a pronounced impact on TNBC cell behavior. While miR-99b-5p overexpression enhanced proliferative capacity, its inhibition suppressed cell proliferation and promoted apoptotic responses. Mechanistically, inhibition of miR-99b-5p resulted in increased DR5 and BAK1 expression at both the mRNA and protein levels, accompanied by downstream activation of apoptotic signaling components, including CASP8 and CASP10. Direct binding of miR-99b-5p to the 3′ untranslated region of *TNFRSF10B* was confirmed by luciferase reporter assays, establishing DR5 as a bona fide target of miR-99b-5p in TNBC cells. Importantly, the tumor-suppressive effects of miR-99b-5p inhibition were recapitulated *in vivo*. Stable silencing of miR-99b-5p in MDA-MB-231 xenografts led to significant tumor growth attenuation and was associated with upregulation of TRAIL receptor pathway components, including increased CASP8 and CASP10 expression, along with a shift toward a pro-apoptotic protein profile characterized by elevated DR5 and reduced BCL-XL levels. These findings indicate that miR-99b-5p functions as a critical negative regulator of TRAIL-mediated apoptosis in TNBC. While an *in vivo* gain-of-function experiment (miR-99b-5p overexpression) would further strengthen causal inference, our results suggest that miR-99b-5p may act as a key modulator linking TRAIL receptor signaling, apoptotic resistance, and tumor growth in TNBC. By directly targeting DR5 and modulating downstream apoptotic machinery, miR-99b-5p appears to facilitate tumor cell survival and proliferation.

Several limitations of our study should be acknowledged. First, our *in vivo* findings were obtained using MDA-MB-231 xenografts, which do not fully recapitulate the complexity of TNBC in patients. Second, while our data demonstrate modulation of TRAIL pathway components (e.g., DR5, BCL-XL, CASP8), we did not directly assess ligand-induced TRAIL signaling *in vivo*; thus, mechanistic conclusions remain cautious. Together, these limitations underscore that our conclusions should be interpreted within the context of the experimental models used and warrant further investigation to more comprehensively define the system-level roles of miR-99b-5p in TNBC. From a translational perspective, our findings raise the possibility that miR-99b-5p inhibition may represent a strategy to restore DR5 expression and lower the apoptotic threshold in TNBC. This suggests that targeting miR-99b-5p could potentially enhance tumor sensitivity to TRAIL/DR5 agonists or other apoptosis-inducing therapies. Given the known limitations of TRAIL-based approaches in solid tumors, often related to insufficient death receptor signaling or adaptive resistance (42, 43), modulation of miR-99b-5p may offer a biologically informed sensitization approach. Moreover, as chemotherapy efficacy partly depends on apoptotic competence, restoring DR5/TRAIL responsiveness could further augment the cytotoxic effects of standard-of-care agents in TNBC. Collectively, these findings expand our understanding of miRNA-mediated regulation of the TRAIL pathway and provide a rationale for future studies exploring miR-99b-5p–targeted strategies in TNBC.

## Data Availability

The datasets presented in this study have been deposited in the Gene Expression Omnibus (GEO) repository under accession number GSE321682 and are publicly available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE321682.

# Supplementary material for: miR-99b-5p inhibition drives apoptosis and tumor shrinkage in triple-negative breast cancer: functional characterization through AGO2-RIP-seq and mechanistic insights
**Source:** Front Oncol. 2026 Apr 22;16:1788447. doi: 10.3389/fonc.2026.1788447
**Supplement:** Supplementary Table 1 — Primer sequences and amplification details.

**Supplementary Table 1.** **Primer sequences and amplification details.**

| **Gene Name** | **Sequence (5'->3')** | **Tm** | **GC%** | **Product length** | **RefSeq ID** |
| --- | --- | --- | --- | --- | --- |
| MAPK8_F | TAGGCTCAGGAGCTCAAGGA | 59.66 | 55.00 | 113 bp | NM_001323329.2 |
| MAPK8_R | CCGCTTGGCATGAGTCTGA | 60.08 | 57.89 |  |  |
| MAPK9_F | TGCTGCATTTGATACAGTTCTTGG | 60.08 | 41.67 | 105 bp | NM_002752.5 |
| MAPK9_R | AGGACAAGTTCACGATAAGCTCT | 59.49 | 43.48 |  |  |
| MAPK10_F | TTGCCTTTTGTCAGGGATTCG | 59.11 | 47.62 | 137 bp | NM_138982.4 |
| MAPK10_R | GCGCTTGAGAACTGTGAAGG | 59.49 | 55.00 |  |  |
| TNFRSF10A_F | CAAGTTTGTCGTCGTCGGG | 59.15 | 57.89 | 126 bp | NM_003844.4 |
| TNFRSF10A_R | GGTGGACACAACTCTCCCAAA | 60.13 | 52.38 |  |  |
| TNFRSF10B_F | AGACCCTTGTGCTCGTTGTC | 60.25 | 55.00 | 122 bp | NM_003842.5 |
| TNFRSF10B_R | GGGGCTGGACCTCTTTTGTT | 60.18 | 55.00 |  |  |
| CASP8_F | AAGGAGCTGCTCTTCCGAAT | 59.09 | 50.00 | 113 bp | NM_001372051.1 |
| CASP8_R | GCAGAAATTTGAGCCCTGCC | 60.11 | 55.00 |  |  |
| BAK1_F | GAGGAGGTTTTCCGCAGCTA | 59.75 | 55.00 | 108 bp | NM_001188.4 |
| BAK1_R | AGGTTGCAGAGGTAAGGTGAC | 59.65 | 52.38 |  |  |
| BAD_F | GAGTCGCCACAGCTCCTAC | 59.86 | 63.16 | 163 bp | NM_032989.3 |
| BAD_R | GGAGTCCACAAACTCGTCACT | 59.93 | 52.38 |  |  |
| FADD_F | CTGGGGAAGAAGACCTGTGTG | 60.27 | 57.14 | 119 bp | NM_003824.4 |
| FADD_R | GTCCTCGATGCTGTCGATCTT | 59.93 | 52.38 |  |  |
| CASP10_F | TGCAGCACCTCAACTGTACC | 60.25 | 55.00 | 163 bp | NM_032977.4 |
| CASP10_R | TCAGTTTTGGGAAGCGAGTC | 58.12 | 50.00 |  |  |
| BID_F | TCAACAACGGTTCCAGCCTC | 60.53 | 55.00 | 163 bp | NM_001196.4 |
| BID_R | GTCTGCAGCTCATCGTAGCC | 60.87 | 60.00 |  |  |
| GAPDH_F | TTCGACAGTCAGCCGCAT | 60.74 | 57.89 | 171 bp | NM_002046.7 |
| GAPDH_R | TGAAGGGGTCATTGATGGCA | 59.30 | 50.00 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

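Ago-RIP-seq was performed on MDA-MB-231 cells transfected with miR-99b-5p mimic or scrambled control at 25 nM for 18 hours. The 6 libraries were 2 mimic AGO2-IP, 2 mimic flow-through, 1 control AGO2-IP and 1 control flow-through. The fraction of each control library was taken from the sample labels, since Supplementary Table S2 lists both as control replicates and names no fraction for them.

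The authors checked the paired-end reads with FastQC, trimmed them with Cutadapt, aligned them to GRCh38 with STAR in 2-pass mode and counted read pairs per gene with STAR's quant mode. The deposited values are these counts, whole numbers without normalization, with 60708 genes in every library. Column 2 of each table holds unstranded counts, and columns 3 and 4 count each strand. The strands were about evenly used, with 49.0% to 55.1% of the stranded counts in column 3, so the unstranded counts were taken. STAR counts only read pairs that map to one place and one gene. The rows that name no gene (unmapped, mapped to several places, outside genes, on overlapping genes) were left out of library sizes and tests. They held 92.3% of the read pairs of the control flow-through, 95.0% of the control AGO2-IP, 35.1% and 47.2% of the mimic flow-through libraries and 21.9% and 21.4% of the mimic AGO2-IP libraries. Counting only uniquely mapped pairs lowers the counts of genes with near-identical copies, and unstranded counting leaves out pairs on genes that overlap on opposite strands. The release of the Ensembl annotation is not named in the text of the paper. Of the 60708 identifiers, 60463 were found in GENCODE release 44, which gave gene names, biotypes, coordinates and transcript sequences, and 245 were left without a name.

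The gene counts of a library ran from 7772149 to 48544756, and the mimic libraries were deeper than the control libraries in counts on genes. Intervals given for shares of reads are 95% Wilson intervals. They cover counting error only, because the reads carry no molecular identifiers in the protocol described.

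The mimic AGO2-IP and flow-through libraries were compared with edgeR 4.0.16 (R 4.3.3) by glmQLFit and glmQLFTest after TMM normalization, over genes with a summed count of at least 200 in the 4 libraries. The model has no term for the replicate. The replicate numbers pair the fractions, since the labels and Supplementary Table S2 give each of the 2 biological replicates of the mimic an AGO2-IP and a flow-through, the RNA that the pull-down leaves behind, although the paper does not say that they came from one lysate. Across genes the deviations of same-numbered libraries from their group means had a Pearson's r of 0.324 and a Spearman's rho of 0.236, where genes are not independent replicates. The result with the replicate number as a block is therefore given beside each result that it changes. Genes were called at a log2 fold change of at least 1 or at most -1 and a Benjamini-Hochberg adjusted p-value of at most 0.05. Supplementary Table S2 gives these thresholds and the minimum of 200 reads without saying over which libraries the reads are counted. The standard error of a log2 fold change was computed as its size divided by the square root of the quasi-likelihood F statistic. The control comparison and the comparison of mimic with control AGO2-IP rest on 1 control library, so they are log2 ratios of TMM-normalized CPM (prior count 2) without p-values. The 7 TRAIL receptor signaling genes and 5 gene classes were tested as sets with fry and camera of limma 3.58.1, two-sided, and their p-values are Benjamini-Hochberg adjusted over these 6 sets. Ratios are over the libraries of each comparison, so TMM factors differ between comparisons.

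PyDESeq2 0.5.4 was run as an alternative, where the methods of the paper name version 0.4.11. It left 254 of 13078 genes without an adjusted p-value, and these were not counted as called or lost. The other alternatives set before the data were examined were DESeq2's size factors (DESeq2 1.42.0) or library size alone in place of TMM, other count filters, each strand column, the replicate number as a block, all 6 libraries in one fit, edgeR's glmTreat, an adjusted p-value of 0.01, protein-coding genes only, a prior count of 0.5, all libraries thinned to the total of the shallowest, other definitions of the mimic-only genes and of the control group, and each replicate left out. Removing each library's trend on transcript GC content (a lowess curve with a span of 0.2, through offsets in the edgeR model) and counting genes on the fold change alone with a library left out were added after the data were seen.

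The genes named in the text follow a rule that was also set before the data were examined. They are the genes named in the paper's results, in Figure 2 and its legend (BAX in the scheme of Figure 2A) and in Supplementary Table 1, MTOR and IGF1R from its discussion, AGO2, and the 5 protein-coding genes with the largest increase and the 5 with the largest decrease among called genes with at least 200 counts in every library of the higher arm and no overlap between the arms. They also include up to 5 mimic-only protein-coding genes with the largest difference from the control ratio, of which 4 qualified. MAPK10 fell below the count minimum and was not tested.

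Seed matches of miR-99b-5p were searched in the 3′ untranslated region of the canonical transcript of each protein-coding gene. The median shift of the genes with a match of 7 or 8 nucleotides was placed among 10000 random lists matched on mean count (10 bins) and 3′ untranslated region length (5 bins), and set beside 178 other motifs of the same length and base composition carried by at least 30 genes.

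The tests were checked on simulated counts for the comparison of mimic AGO2-IP with flow-through. With the dispersion of the real libraries, edgeR called 47.7% of 199 genes changed by a log2 fold change of 3 among 12821 genes, and 4 unchanged genes. With a dispersion of 0.1 it called all 200 changed genes of 12915 and 9 unchanged genes, and with the replicate block all 200 and 8 unchanged genes. A GC trend in 1 flow-through library lowered the share called without the block to 64% of 200 among 12927 genes, with 7 unchanged genes called. Removing the trend brought the share back to 100%, with 5 unchanged genes called. PyDESeq2 called 99.5% of 200 changed genes among 12909, and 16 unchanged genes. The counts given to PyDESeq2 were simulated with a dispersion of 0.1. Its share therefore belongs beside the 200 of 200 that edgeR called at that dispersion, and not beside the 47.7%. PyDESeq2 was not tried on counts with the dispersion of the real libraries.

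The lists of predicted targets, apoptosis genes and pathways were not used here, so the intersection of Figure 2A and its pathway analysis were not recomputed. The RIP-qRT-PCR, Western blot, luciferase, patient and xenograft data were not analysed here.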

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

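The tests of depth, GC content, swapped labels and library batch given here were chosen after the results were seen.

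For 4 of the named genes both mimic AGO2-IP libraries lay on one side of both mimic flow-through libraries while the control AGO2-IP lay on the other side of the control flow-through. The difference between mimic and control was not tested, since the control has 1 library per fraction. Over all 8225 genes with a value in both comparisons, 953 (11.6%) did the same, so a list picked without regard to the pattern would hold some such genes. HNRNPD and HNRNPA2B1 were named for their large difference from the control ratio. Their opposite direction follows in part from that choice, and the 11.6% is no reference for them.

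HNRNPD had a log2 fold change of 3.45 with the mimic, with differences between single libraries from 2.91 to 4.18, against a control log2 ratio of -0.72. HNRNPA2B1 had 3.19, from 2.82 to 3.53, against -0.95. With library size alone the control ratio of HNRNPD was 0.19 and that of HNRNPA2B1 was -0.04, so that the opposite direction of HNRNPD rests on the scaling. The difference in depth between mimic and control libraries is argued against as the whole cause. With every library thinned to the total of the shallowest, a step that ended the opposite directions of MAPK8, the smallest difference between a mimic AGO2-IP and a mimic flow-through library was still 2.67 for these genes. Thinning hardly touched the control libraries, which are the shallowest, and they hold at least 1279 counts for each of the genes. A trend on GC content is argued against as the whole cause, since the smallest difference was 1.52 after its removal, with both control ratios still below 0. Swapped control labels would make the control ratios run against the mimic ratios across genes, and the correlation was positive in both same-numbered mimic pairs (Pearson's r of 0.81 and 0.358, with no library in common). A library batch cannot be told apart from an effect of the mimic, because every control library had a large share of read pairs mapping to several places, 73.7% in the flow-through and 76.7% in the AGO2-IP, and no mimic library did. Reads shared with pseudogenes of these families were not tested.

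FADD had a log2 fold change of -2.18 with the mimic, with differences between single libraries from -3.14 to -0.09, against a control log2 ratio of 0.53. MAPK8 had 0.75, from 0.02 to 2.12, against -0.64, and its control ratio was 0.26 with library size alone. Neither gene was called (adjusted p of 0.153 for FADD and 0.532 for MAPK8 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in each the single library differences came close to 0. A trend on GC content is a candidate explanation for both, as 0 of the 2 genes still moved in opposite directions after its removal. That removal also takes out GC differences between the fractions. With the trend removed within each fraction, the log2 fold changes kept their direction, at -1.881 for FADD and 1.053 for MAPK8. Depth stays open. After thinning 1 of the 2 genes, FADD, still moved in opposite directions, by a margin of 0.05 that is too small to decide. An effect of the mimic was not tested apart from the batch.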

How the results depend on the processing

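The GC settings, and the counts on fold change alone with a library left out, were chosen after the data were seen. The cause of a change was not tested unless stated.

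The edgeR test called 32 genes enriched and 54 depleted in the mimic AGO2-IP, and 7 enriched genes were mimic-only. In that order, the counts were 13, 33 and 2 with DESeq2's size factors, 9, 35 and 0 with library size alone, and 845, 1077 and 444 with PyDESeq2. The enriched share of all called genes thus moved from 32 of 86 to 9 against 35 with library size alone. They were 419, 204 and 93 with no count filter, 17, 30 and 2 with filterByExpr, 213, 371 and 147 with 200 counts in every library, and 82, 126 and 26 with a mean count of 200. Counts of strand column 3 gave 10, 28 and 1, and those of strand column 4 gave 2, 12 and 0. Thinning all libraries to the shallowest gave 126, 185 and 31. With protein-coding genes only the counts were 0, 0 and 0, where 2851 of 11747 genes had an unadjusted p-value under 0.05 and the smallest adjusted p-value was 0.0636. An adjusted p-value of 0.01 left 0 enriched and 4 depleted genes, and glmTreat left 1 and 16. All 6 libraries in one fit gave 39, 59 and 8. Counting an enriched gene as mimic-only unless its control ratio was 0 or higher gave 5, of which 3 had no control ratio, and a difference of 1 from the control in both mimic pairs gave 13.

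With the replicate number as a replicate block the counts were 601, 664 and 320, and all 32 enriched genes were among the 601. HNRNPD, HNRNPA2B1, HNRNPH1 and HNRNPA3, with adjusted p-values of 0.049 without the block, had 6.91e-05 to 0.000188 in edgeR with it. Under the block the lncRNA shift was -0.527 (limma's fry, adjusted p = 0.441). The shift of other protein-coding genes changed sign, from -0.033 to 0.058. By fry it passed 0.05 in neither fit. By limma's camera it passed in both (adjusted p = 3.18e-05 without the block and 1.14e-05 with it). BAD was called depleted. The block changed no other call among the named genes and the TRAIL receptor signaling genes as a set. Among the gene classes, limma's camera gave the mitochondrially encoded genes an adjusted p of 0.0373 with the block and 0.127 without it. Apart from these and the lncRNA genes by fry, no class crossed 0.05 under the block.

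Removing the GC trend gave 434, 309 and 114 genes, removing it within each fraction 1395, 1252 and 881, and the replicate block with the GC trend removed 1835, 1658 and 960. All 32 enriched genes were among the enriched genes of each of these settings. CASP8, BAK1 and MAPK9 changed sign, none of the 3 being called in these fits, to -0.426, 0.438 and -0.388 with the GC trend removed and to -0.411, 0.431 and -0.396 in the replicate block with it removed. In that block CASP10 (-1.39, adjusted p = 0.0383 from edgeR) and BAD were called depleted, and BAX and BAD were with the trend removed within each fraction. In the latter setting CASP8, BAK1 and MAPK9 kept their sign, at 0.233, -0.376 and 0.170.

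With a library left out, an arm has 1 library, so called genes were not counted. On the fold change alone, 2621 genes had a log2 fold change of at least 1, from 2486 to 3861 across the 4 fits that each left out one replicate, 3515 had at most -1, from 2572 to 3669, and 1869 of the first were mimic-only, from 1471 to 3215. The highest counts at 1 came without the first mimic flow-through library and the lowest without the second. None of the 15 called named genes changed sign. Of the 120 values of named genes in these fits, 9 moved by more than 1 SD of the replicates.

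The control count of 1315 genes was 3840 with library size alone, 3850 with no filter and 638 with 200 counts in every library, and between 1053 and 1325 otherwise. The count of 1984 genes for mimic over control AGO2-IP was 1088 with 200 counts in every library, from 1827 to 2125 across the 2 fits that each left out one mimic replicate, and between 1586 and 1996 otherwise, all on the log2 ratio alone. With both control libraries as one control group the count has another form, as edgeR's test then called 141 genes higher at an adjusted p-value, and 1401 had a log2 fold change of at least 1 at an unadjusted p-value under 0.05.

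The median of the 7 TRAIL receptor signaling genes stayed between -0.381 and -0.241 over the alternatives with all libraries in which it was computed, and the median of 10 target genes of Supplementary Table 1 was -0.111, past 0.05 in none that was tested. The median of the 7 went from -0.684 to 0.075 with a library left out. The lncRNA shift of -0.62 (limma's fry, adjusted p = 0.0436) was -0.606 with library size alone (adjusted p = 0.514). The other gene class shifts kept their sign and side of 0.05 with DESeq2's size factors and with library size. The seed-match shift of 0.03 was -0.202 with sites of 6 nucleotides or longer and -0.152 with the GC trend removed, and went from -0.049 to 0.11 across the 2 fits that each left out one replicate.

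Of the 30 named genes, 15 were called. Apart from the GC settings, 6 became weaker with DESeq2's size factors, 11 with library size alone, 12 with strand column 3 and 14 with strand column 4, while 3 became stronger with PyDESeq2 and 1 in the replicate block. No named gene changed sign in these.

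The depth of the control libraries limits the comparison, since 8245 genes passed the count minimum in the control pair against 13078 in the mimic libraries. CASP8, CASP10 and HNRNPA1L3 have no control ratio for this reason.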

Differences from the paper's values

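The paper's total for the control AGO2-IP library is 15310828 reads in Supplementary Table S2, and the read pairs accounted for in its deposited counts come to 162644207. The alternatives set before the data were examined have no bearing on this total. The totals of the other 5 libraries are the same in both, and the mapping rates differ by less than 1 percentage point.

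The set 99b AGO/FT holds about 2800 genes in Figure 2A, read by eye, and 32 genes were called here. Of the alternatives with a test that were set before the data were examined PyDESeq2 came closest, at 845, and none closed the gap. Counting genes at a log2 fold change of at least 1 without a test gave 2621. This count was 2499 or 2553 without the first or second AGO2-IP library. Without the first or second flow-through library it was 3861 or 2486. The counts with a library left out were chosen after the values were seen.

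The paper's set HK AGO/FT holds about 7900 genes in Figure 2A, read by eye, against 1315 genes here at a log2 ratio of at least 1. Of the alternatives set before the data were examined, no count filter gave 3850 and library size alone 3840, and none closed the gap.

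Genes in the first set and not in the second number about 1100 in Figure 2A, read by eye, against 7 here. None of the alternatives with a test that were set before the data were examined closed the gap, with 444 under PyDESeq2. The count on fold change alone was 1869 with all libraries. Chosen after the values were seen, removal of the GC trend within each fraction gave 881 and the replicate block with the GC trend removed 960. Counts on fold change alone with a library left out were also chosen then. They were 1778 and 1841 without the first or second AGO2-IP library and 3215 and 1471 without the first or second flow-through library.

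The paper lists TNFRSF10B and BAK1 among the candidates enriched in the Ago immunoprecipitates with the mimic. Here their log2 fold changes of AGO2-IP over flow-through with the mimic were -0.32 and -0.45, and their log2 ratios of mimic over control AGO2-IP were -1.28 and -0.37. No setting in which it was computed brought either gene to a log2 fold change of 1 in the mimic comparison. Figure 2C shows more TNFRSF10B RNA in the AGO2-IP with the mimic than with the control by RIP-qRT-PCR, where the sequencing ratio was -1.28. That ratio rests on 1 control AGO2-IP library, which differed from the mimic libraries in composition. Across protein-coding genes the ratio of mimic over control AGO2-IP followed transcript GC content (Spearman's rho of -0.595). No value of this ratio with the GC trend removed is given for TNFRSF10B, so the disagreement cannot be resolved here.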

Other observations

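The tests that remove the GC trend, the test of an aberrant flow-through library and those on hnRNP and SRSF genes were chosen after the data were seen.

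The mimic flow-through libraries differed more than the AGO2-IP libraries did. The log2 difference between them followed transcript GC content across 11747 protein-coding genes (Spearman's rho of 0.755), against 0.00626 between the AGO2-IP libraries. In the decile of genes with the lowest GC content the median of the second over the first flow-through library was -1.69, and in the highest decile it was 1.62, against 0.06 and -0.02 for the AGO2-IP libraries. Transcript length is argued against, with a rho of -0.0723. With the trend on GC content removed from each library, 434 genes were called enriched instead of 32, and in the replicate block 1835 instead of 601. All 32 were among the 434, which is consistent with the GC difference between the flow-through libraries lowering the number of calls. What produced the GC difference was not tested, and the design names no biological difference between these replicates.

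TNFRSF10B and BAK1 were not called enriched in the mimic AGO2-IP, with standard errors of 0.608 and 0.614 from 2 against 2 libraries. On simulated counts with the dispersion of the real libraries, edgeR called 47.7% of genes changed by a log2 fold change of 3. A smaller enrichment of either gene is therefore not excluded, and what follows concerns the estimates. An aberrant flow-through library is argued against as the reason that neither reached a log2 fold change of 1. The largest value of either gene with 1 flow-through library left out was 0.075. GC content is argued against in the same sense. After its trend was removed the values were -0.318 for TNFRSF10B and 0.438 for BAK1, and -0.302 and 0.431 in the replicate block. For BAK1 the removal changed the sign, from -0.45, with differences between single libraries from 0.281 to 0.582. With the trend removed within each fraction, which leaves GC differences between AGO2-IP and flow-through in place, BAK1 stayed at -0.376. Among these GC settings its sign changed only where those differences were removed as well. Whether GC content produced the negative value of BAK1 therefore stays open. When both control libraries were taken as one control group, the log2 fold changes of mimic AGO2-IP over control were -1.003 for TNFRSF10B and 0.03 for BAK1 (adjusted p of 0.243 and 0.979 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A biological difference between these libraries and those of the RIP-qRT-PCR stays untested.

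The hypothesis that the mimic moved transcripts with a seed match into the AGO2-IP was tested on 192 protein-coding genes with a 3′ untranslated region match of 7 or 8 nucleotides. Their median difference between the mimic and control ratios of AGO2-IP over flow-through was 0.03 above that of 7496 genes without a match. Set against 10000 lists matched on mean count and 3′ untranslated region length, the shift was -0.284, at percentile 0.2. Once the GC trend of each library was removed, this matched shift was -0.0636, at percentile 9.99. Of 178 control motifs, 124 had a matched shift at or above that of the seed. For mimic over control AGO2-IP, with 245 genes, the percentile was 4.17, and 82.3 with the GC trend removed, so a shift towards the AGO2-IP was neither found nor excluded. Without GC removal, the genes with a match stood at percentile 69.37 in mimic AGO2-IP over mimic flow-through, 98.98 in mimic over control flow-through and 99.99 in control AGO2-IP over control flow-through. The percentiles describe these libraries, with 1 control library per fraction, and the batch of the control libraries cannot be told apart from the mimic.

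Of the genes that the discussion of the paper mentions together with miR-99b-5p, the 3′ untranslated region of IGF1R holds TACGGGTA, a match of 8 nucleotides, around position 98963045 to 98963050 of chromosome 15, and that of MTOR holds TACGGGT around 11107184 to 11107189 of chromosome 1. That of AGO2 holds TACGGGT around 140531248 to 140531253 of chromosome 8. The log2 fold changes of IGF1R, MTOR and AGO2 in the mimic AGO2-IP were 0.47, 0.21 and 0.63 (adjusted p of 0.645, 0.847 and 0.527 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and their control log2 ratios were 0.66, 0.24 and 0.60.

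In the mimic AGO2-IP the 31 hnRNP and SRSF genes with a value in both comparisons had median log2 ratios of 2.10 and 2.66 over the same-numbered flow-through libraries, above all of 10000 random lists matched on mean count. In the control pair the median was 0.25, at percentile 56.4, and 1.15 with library size alone, where the median of all genes rose by 0.9. GC content is argued against as the whole cause, since with its trend removed the medians were 1.89 and 2.08, still above all the lists. Whether this is an effect of the mimic or of the batch of the control libraries cannot be told apart, because all control libraries differed from all mimic libraries in composition.

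RN7SL1 took 11.4% and 25.7% of the gene counts of the mimic flow-through libraries. All 26 tested 7SL pseudogenes had a log2 fold change of at most -1 in the mimic AGO2-IP. Reads shared between 7SL RNA and its pseudogenes could explain this, but the test did not decide. The median of the second over the first flow-through library was 3.2 over the pseudogenes (quartiles 2.59 and 3.83), above both that of all genes (-0.08) and that of RN7SL1 itself (1.66).

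Among gene classes in the mimic AGO2-IP, the median log2 fold change was -0.62 for 789 lncRNA genes, with 247 of them above 0 (limma's fry on the edgeR fit, adjusted p = 0.0436 over 6 gene sets, and adjusted p = 0.514 with library size alone and adjusted p = 0.441 with the replicate block). It was -1.69 for 80 ribosomal protein genes (limma's fry, adjusted p = 0.165), -1.72 for 42 histone genes (adjusted p = 0.165), -0.64 for 15 mitochondrially encoded genes (adjusted p = 0.661) and -0.03 for 11613 other protein-coding genes (adjusted p = 0.165). Camera, which presets the correlation between genes, gave adjusted p-values of 9.24e-18 for the ribosomal protein genes, 1.57e-09 for the histone genes, 3.18e-05 for the other protein-coding genes and 0.0109 for the lncRNA genes. Of these calls only that of the lncRNA genes holds under fry, and it does not in the replicate block. The control medians of ribosomal protein and histone genes were -2.01 and -1.54.

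GAPDH, the reference gene of Supplementary Table 1, was depleted in the mimic AGO2-IP, with a log2 fold change of -3.29 (standard error 0.639, adjusted p = 0.049 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a control log2 ratio of -2.40. Its adjusted p lay between 1.83e-05 with PyDESeq2 and 0.0714 with library size alone. BAD had -3.50 (adjusted p = 0.0676 from the same edgeR test, 0.00528 with the replicate block and 0.000404 with PyDESeq2), with alternatives up to 0.0957, and BAX had -1.95 (adjusted p = 0.117 from the same edgeR test, and 0.0233 with PyDESeq2), with alternatives up to 0.158. Without the second flow-through library the value of BAD was -2.06.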
